# Expression profiling of the retina of pde6c, a zebrafish model of retinal degeneration

**DOI:** 10.1038/sdata.2017.182

**Published:** 2017-12-12

**Authors:** Liyun Zhang, Xinlian Zhang, Gaonan Zhang, Chi Pui Pang, Yuk Fai Leung, Mingzhi Zhang, Wenxuan Zhong

**Keywords:** RNA sequencing, Gene expression, Zebrafish, Retinal diseases

## Abstract

Retinal degeneration often affects the whole retina even though the disease-causing gene is specifically expressed in the light-sensitive photoreceptors. The molecular basis of the retinal defect can potentially be determined by gene-expression profiling of the whole retina. In this study, we measured the gene-expression profile of retinas microdissected from a zebrafish *pde6c*^*w59*^ (*pde6c*) mutant. This retinal-degeneration model not only displays cone degeneration caused by a cone-specific mutation, but also other secondary cellular changes starting from 4 days postfertilization (dpf). To capture the underlying molecular changes, we subjected *pde6c* and wild-type (WT) retinas at 5 dpf/ 120 h postfertilization (hpf) to RNA sequencing (RNA-Seq) on the Illumina HiSeq 2,000 platform. We also validated the RNA-Seq results by Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR) of seven phototransduction genes. Our analyses indicate that the RNA-Seq dataset was of high quality, and effectively captured the molecular changes in the whole *pde6c* retina. This dataset will facilitate the characterization of the molecular defects in the *pde6c* retina at the initial stage of retinal degeneration.

## Background & Summary

In retinal degenerative diseases, light-sensitive photoreceptors often die due to mutations in genes specifically expressed in these cells. This photoreceptor-specific defect will lead to a series of cellular changes, which would ultimately affect the well-being of the whole retina. For example, in a zebrafish mutant *pde6c*^*w59*^ (*pde6c*), an A>G point mutation was identified in the *pde6c (phosphodiesterase 6C, cGMP-specific, cone, alpha prime)* gene^1^. This mutation was predicted to cause a frameshift in the coding sequence and result either in a truncated PDE6C or degradation of *pde6c* mRNA through nonsense-mediated decay. This mutation ultimately affects both cone and rod photoreceptors.

In wild-type zebrafish retina, photoreceptor progenitors withdraw from the cell cycle at 48 h post-fertilization (hpf) to form the photoreceptor precursors in the outer nuclear layer (ONL)^2^. These precursors will begin to differentiate into rods and cones at 50 hpf in a ventral part of the retina^3^. Then, cones gradually distribute evenly throughout retina; whereas rods distribute sporadically in the retina, with higher density in the ventral region. By 3 dpf, these photoreceptors are mature enough that the fish larvae will display the first visually-evoked startle response^4^. In *pde6c*, cones seem to develop following the normal course. They form outer segment by 3 dpf, but they degenerate starting at 4 dpf. *Pde6c* rods die subsequently as bystanders^1^, even though they do not express the *pde6c* gene. They also develop first in the retina, but they appear abnormal with more pronounced outer segment at 4 dpf^1^, when cones first degenerate. Nonetheless, rod number is comparable to WT at least up to 6 dpf^5^, and only begins to reduce in the central retina by 8 dpf^1^. The degeneration of these photoreceptors will also cause reactive gliosis as early as 7 dpf^6^, and abnormal morphology in bipolar cells with displaced nuclei and axonal processes at 8 dpf^1^. These tissue-level consequences are all initiated by a cone-specific *pde6c* mutation. The molecular basis of these retinal defects can often be analysed by profiling gene expression of the whole retina^7–10^, which can detect expression change even in a few cells^11^. Such expression profiles will facilitate the study of gene-regulatory mechanisms for these pathological events.

In this study, we measured the gene expression in the *pde6c* mutant retina and WT retina by RNA sequencing (RNA-Seq). We conducted RNA-Seq at 5 dpf/ 120 hpf. At this stage, cones have substantially degenerated, whereas the bystander rods display abnormal morphology^1,5^. The Müller cells also display phenotype that is consistent with reactive gliosis (unpublished observation). Therefore, measuring retinal gene expression at 5 dpf/ 120 hpf would give us a glimpse of the global retinal defects at the initial stage of retinal degeneration. We analysed the sequencing results by various exploratory analyses, which indicate our RNA-Seq dataset was of high quality. We also evaluated the quality of our RNA-Seq results by reverse-transcription quantitative polymerase chain reaction (RT-qPCR), using a few key phototransduction genes. We observed a high correlation of fold changes of these genes as measured by both techniques. This observation strongly implicates that our RNA-Seq dataset effectively measured the expression changes in the *pde6c* retina. This dataset will therefore facilitate downstream characterization of the molecular problems in the *pde6c* retina.

## Methods

### Fish maintenance and embryo collection

The *pde6c*^*w59*^ (*pde6c*) mutant line^1^ was purchased from the Zebrafish International Resource Center (ZIRC; http://zebrafish.org/) and maintained according to standard procedures^12^. The embryos were collected at 15-min intervals and raised at 28 °C in E3 medium^13^. The breeding of parents was also staggered so that the embryonic retinas could all be dissected and collected at 120 hpf. The homozygous mutant embryos (i.e., *pde6c*^*w59/w59*^) were obtained from the cross of the *pde6c* heterozygous parents, whereas the WT-control embryos were collected from the cross of genotyped WT siblings of the *pde6c* heterozygous parents. All protocols were approved by the Purdue Animal Care and Use Committee.

### Optokinetic response (OKR)

An OKR apparatus was constructed based on the specifications as described previously^14^. This machine was used to measure the OKR of the zebrafish larvae. During the assay, the larvae were partially immobilized in 3% methylcellulose in a 35-mm Petri dish. The dish was placed in the center of a circular drum with 20° black and white vertical stripes attached on the inner surface. These stripes were illuminated by a Fiber Lite M1–150 illuminator (Dolan-Jenner Industries, Boxborough, MA). The illuminance was approximately 20,000 Lux at the level of the Petri dish, as measured by a LX1010B light meter (Mastech, Taipei, Taiwan). During the OKR measurement, the rotation speed of the drum was set at 8 revolutions per minute. In response to stripe rotation, normal larval eyes would display a characteristic smooth pursuit of rotation, and a rapid, corrective movement called saccade.

### Genotyping

The *pde6c*^*w59*^ mutation was genotyped as previously described^5^. In short, DNA was extracted from adult tail fin or larval body after retinal dissection. Then, the extracted DNA was used to amplify a 157-bps fragment from the *pde6c* gene with a specific pair of primers (Table 1). During amplification, a restriction site BsaXI was created only in the mutated *pde6c*^*w59*^ allele but not in the WT allele. This difference was discriminated by restriction analysis of these DNA fragments by BsaXI. On the resulting agarose gel, a WT allele would give a 157-bps band, whereas the *pde6c*^*w59*^ allele would give a 122-bps and a 35-bps band.

### Micro-dissection of zebrafish retina

WT retinas and *pde6c*^*w59/w59*^ retinas were microdissected from 5-dpf larvae using a previously published protocol^7,15^. These larvae were first screened by the OKR assay. This non-invasive screening streamlined the identification of *pde6c*^*w59/w59*^ larvae from the cross of heterozygous parents, as only ¼ of the clutch would be homozygotes and they looked phenotypically normal. All larvae were dark-adapted for at least 2 h before dissection. Then, three retinas were dissected from three independent larvae and combined as one biological replicate. The remaining larval trunk was further genotyped to confirm its genetic identity. Three biological replicates were finally collected for each genotype (Table 2).

### Total RNA extraction, characterization and amplification

Total RNAs was extracted from the biological replicates by an optimized procedure^7,8^ that combined TRIzol (Life Technologies, Grand Island, NY) and RNeasy Micro kit (Qiagen, Valencia, CA). The quality of the extracted total RNAs were evaluated by Bioanalyzer electrophoresis (Agilent Technologies, Santa Clara, CA). The RIN values were 9.1, 9.1 and 8.9 for the three replicates of WT retinas, and were 9.5, 9.1 and 9.3 for the three replicates of *pde6c* retinas (Table 2). Then, one nanogram of the total RNA from each group was amplified by Ovation RNA-Seq System V2 (NuGEN Technologies, San Carlos, CA). The yield of the amplified cDNA products was evaluated by Nanodrop spectrophotometry (Thermo Scientific).

### RNA sequencing and analysis

For each replicate, one microgram of the amplified cDNA was paired-end sequenced by Illumina HiSeq 2,000 (Illumina, Inc., San Diego, CA). The six samples—three WT retinas (WR1, WR2, and WR3 in Table 2) and three *pde6c* retinas (PR1, PR2, and PR3 in Table 2)—were combined and run on three different lanes. 

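The sequencing compared 3 WT samples with 3 *pde6c* samples, each a pool of 3 retinas from 3 larvae at 5 dpf (120 hpf). The authors deposited the number of fragments counted on each gene by featureCounts, without normalization, for 25190 genes of the zebrafish genome build GRCz10. According to the header of this table, fragments were counted over the whole span of a gene, introns included, and without regard to strand. Only fragments with both ends aligned and not chimeric were counted, and fragments that mapped to several places or lay on more than 1 gene were left out. The fragments counted on genes totalled 22510222 in WR1, 18757605 in WR2, 21389932 in WR3, 21936191 in PR1, 21320024 in PR2 and 20322524 in PR3, with a median of 21389932 for WT and 21320024 for *pde6c*. The input reads in Table 3 are the paper's and run from 42986393 to 51108456 per sample, where a read pair is 1 read. All values here use the counted fragments. At these totals, 3 counts correspond to between 0.133 and 0.160 CPM (counts scaled to a common library total), which was taken as the smallest level the depth can show and covers counting error only. Samples were identified by the names in the columns of the deposited tables. The percentages that Table 4 lists under WR1, WR2 and WR3 are those of the columns named PR1, PR2 and PR3, and the reverse, so Table 4 and the columns give the genotypes opposite ways. The direction of each change given here follows the column names. Counts were normalized with edgeR's TMM method, and *pde6c* was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the paper's threshold of an adjusted *P*-value under 0.1. Each sample served as 1 biological replicate. The genes are listed by Ensembl identifiers, and the files do not pair these with gene names.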

Running all samples in one lane eliminated lane-to-lane variation^16^, whereas running the samples on multiple lanes increased coverage. It should be noted that another six unrelated samples were included in these three lanes during RNA sequencing. This reduced the theoretical coverage of each sample by half.

### Sequencing quality check and read alignment

The raw fastq reads were trimmed for adapters and preprocessed to remove low-quality reads using Trimmomatic version 0.3^17^ with default parameter setting for Illumina paired-end reads. The reads were aligned to primers and/or adaptors with no more than two mismatches. Reads shorter than 36 bases were removed. After adapter removal, the quality of each paired-end sequence file was evaluated using FastQC analysis http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (see Code Availability 1) based on the following parameters: 1) Distribution of quality score (Phred score) per base, 2) Distribution of quality scores of the raw sequences, 3) Distribution of duplicated reads, and 4) GC content (%) distribution of the raw sequences. The analyses indicate that our sequencing was of high quality, as illustrated by a typical sample in Fig. 1. First, we evaluated quality of sequences by plotting the boxplots for Phred scores per base (Fig. 1a) and distribution of average Phred scores of all sequences (Fig. 1b). Both the Phred score per base and average Phred score of all sequences are generally above 28, the default threshold for a high-quality base call. Second, we confirmed the diversity of library sequences by plotting a duplication plot (Fig. 1c), which shows the proportion of library sequences with different levels of duplication. The blue line shows the full sequence set and how its duplication levels are distributed. The red line shows the sequences after removal of duplicated reads, i.e., de-duplicated set. In both cases, most sequences fall into the far left of the plot, indicating that the library was diverse and most sequences occurred only a small number of times in the final set. The blue lines are relatively flat compared to red line, thus do not indicate significant contamination or any severe technical duplication. The duplicated reads constitute about 30% of all reads (Fig. 1c). Third, we compared the distribution of sequence GC content (%) to the theoretical normal distribution (Fig. 1d). The two curves substantially overlap with each other, indicating that the adaptors removal was successful and there is no obvious contamination.

These reads were then aligned to the zebrafish genome, release 89 <ftp://ftp.ensembl.org/pub/release-89/> using STAR v2.5.3a^18^ (see Code Availability 1). The aligned reads were then sorted and indexed using SAMTools v1.4.1^19^. The key outputs of alignment are shown in Table 3. These include the number of input reads, average input read length, uniquely mapped read, and mismatch rate per base. The uniquely mapped reads rate is around 70% and the mismatch rate per base is only about 1%. These observations indicate that the quality of all sequencing results was satisfactory.

### Read counts, normalization, and differential gene expression

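A second deposited table holds the authors' FPKM of 32264 genes in the same 6 samples. FPKM divides the fragments assigned to a gene by the length of its transcripts in kilobases and by the number of mapped fragments, so it is already normalized and holds no counts from which a depth could be read. All 25190 genes of the count table are in it, together with 7074 genes outside that table. The median of the nonzero values lay between 5.31 FPKM in PR1 and 6.53 FPKM in WR2. A value of 0 can be a failed estimate, so a gene at 0 is described only as listed at 0.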

To determine transcript abundance, we used the aligned reads to calculate the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) by Cufflinks v2.2.1^20^(see Code Availability 1). 

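By the column names, the share of the 32264 genes with nonzero FPKM was 65.3% in WR1, 60.3% in WR2, 63.0% in WR3, 65.9% in PR1, 61.2% in PR2 and 61.3% in PR3. The mean was 62.9% ± 2.46 (SD, n = 3) for WT and 62.8% ± 2.66 (SD, n = 3) for *pde6c*, a difference far smaller than the spread between replicates (two-sided exact permutation test, p = 1, where the smallest p that 3 samples against 3 allow is 0.1). FPKM was nonzero in all 6 samples for 16699 genes (51.8%), whereas 7920 genes (24.5%) were listed at 0 in all 6. The share was 74.3% on average for the genes of the count table and 21.9% for the genes outside it. The threshold moved the share most among the alternatives tried for this table: with FPKM of at least 1 it was 48.1% for WT and 48.2% for *pde6c*.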

The percentage of genes with nonzero FPKM in all samples are around 65% and shown in Table 4. We compared the FPKMs of the three biological replicates of the same genotype in pairwise scatterplots (Fig. 2). 

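Across genes with FPKM above 0 in both samples of a pair, Pearson's r of log2 FPKM was 0.889 for WR1 and WR2, 0.907 for WR1 and WR3, and 0.882 for WR2 and WR3. It was 0.897 for PR1 and PR2, 0.894 for PR1 and PR3, and 0.870 for PR2 and PR3. These correlations are across genes, which are not independent replicates. Between 67.5% and 73.9% of the genes above 0 in both samples of a replicate pair lay within 2-fold of each other. A further 3228 (WR1 and WR3) to 3552 (WR1 and WR2) genes per replicate pair were above 0 in only 1 sample and were left out. The 9 pairs of a WT and a *pde6c* sample had r between 0.856 and 0.918, with a mean of 0.879 against 0.893 for the WT pairs and 0.887 for the *pde6c* pairs, so the ranges within and between genotypes overlapped. The highest r of all 15 pairs, 0.918, was that of WR1 and PR1. The spread depended on the expression level. The shares by level also cover only genes above 0 in both replicates. With a mean FPKM over 0 and up to 1, on average 41.7% of these were within 2-fold between replicates, against 62.9% from 1 to 10, 88.9% from 10 to 100 and 91.5% over 100.

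**Figure D1:**
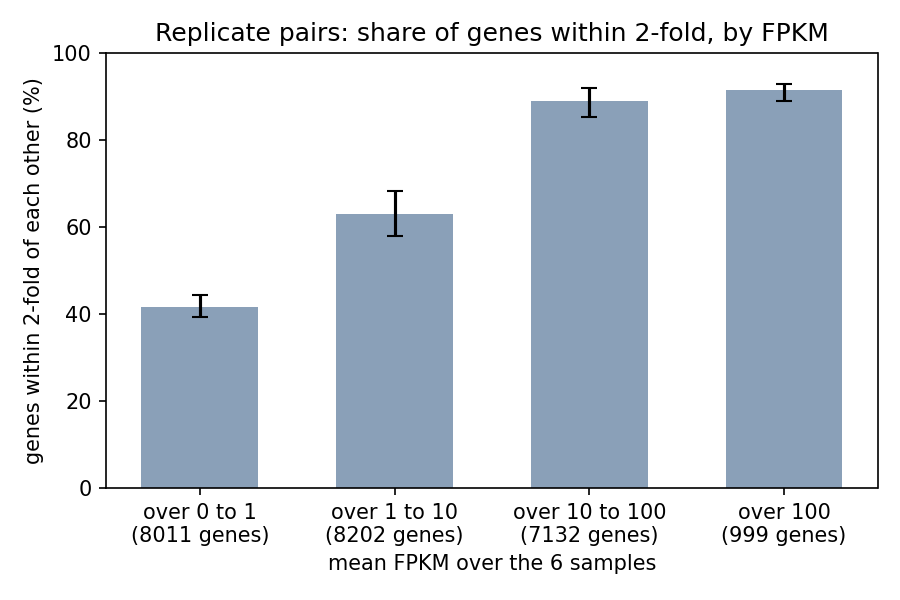
Percentage of genes whose FPKM lay within 2-fold of each other in pairs of biological replicates (y axis), by mean FPKM over the 6 samples (x axis). Only genes above 0 in both samples of a pair are included. Bars are means over the 6 replicate pairs and error bars run from the lowest to the highest pair; the mean rises from 41.7% in the lowest class to 91.5% in the highest.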

Most values on the scatterplots fall along the y=x line, supporting the consistency among the biological replicates.

We also summarized read counts aligned to protein-coding genes in the gene transfer format (gtf) file from Ensemble Genome release 89 by featureCounts v1.5.2^21^ (see Code Availability 1). 

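Of the 25190 genes in the count table, 3931 had no count in any of the 6 samples. The number of genes with at least 1 count was 19887 in WR1, 19112 in WR2, 19541 in WR3, 20060 in PR1, 19244 in PR2 and 19284 in PR3. The 10 genes with the most counts took between 3.14% (PR3) and 5.30% (WR1) of a library. No replicates of a genotype had counts within sampling noise of each other. A chi-square statistic of their counts, which is about 1 per degree of freedom for counting noise alone, was between 34.8 and 49.2 per degree of freedom. This sets them against counting noise only.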

The output of featureCounts was fed to the package DESeq2 v1.16.1^22^ in R statistical environment (see Code Availability 1) to identify differentially expressed genes. This package normalized the count data against library size, log2-transformed the normalized data, calculated fold change between samples, inferred significance using a model with negative binomial distribution, and adjusted for multiple hypothesis testing. 

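The TMM factors, which scale the library sizes in edgeR, ran from 0.948 for WR2 to 1.06 for PR1. DESeq2's size factors ran from 0.851 for WR2 to 1.13 for PR1. A filter on low counts (filterByExpr, with its minimum count of 10) left 17242 genes for the test. The biological coefficient of variation common to these genes was 0.377.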

The resulting log2 fold changes of all samples were then plotted in an MA plot (Fig. 3a), which shows the fold-change values of genes against the mean of normalized counts of all samples. These fold changes show a typical pattern for genome-wide experiments: the majority of the genes did not show a significant change in expression (log2 fold change about 0); whereas only a few genes showed a significant differential expression (Wald significance test^22^; adjusted *P*-value less than 0.1). These differentially-expressed genes are highlighted as red points in the plot. 

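Among the 17242 genes tested, the median log2 fold change of *pde6c* against WT was 0.00, with quartiles of -0.28 and 0.30, and 89.2% of genes had a log2 fold change between -1 and 1. An adjusted *P*-value under 0.1 was reached by 636 genes (3.69%), of which 241 were higher and 395 (62.1%) lower in *pde6c*. As the larvae of the genotypes came from different parents, effects of parentage cannot be told apart from those of the mutation. In 630 of these 636 genes, the normalized counts of the genotypes did not overlap. Over all tested genes this held for 2915 (16.9%), where chance gives 10% for 3 samples against 3. DESeq2's Wald test, which the paper used, gave 1081 genes with an adjusted *P*-value under 0.1, 500 higher and 581 lower, and included 633 of the 636. By fold, the number moved most with limma on log2(FPKM + 1), an alternative chosen after seeing the data, which gave 269 genes, 222 of them among the 636. With each replicate left out in turn, between 414 and 537 genes passed, and 306 of the 636 passed in all 6 of these fits. Among the 636 genes, the direction depended on the level of expression. Of the 50 genes with a mean normalized count under 100, 28.0% were lower in *pde6c*, against 51.0% of 263 genes from 100 to 1000 and 76.4% of 292 genes from 1000 to 10000. Their median absolute log2 fold change fell over the same classes from 3.38 to 1.52 and 0.88. The threshold itself gives part of this fall, because genes with few counts vary more and pass only with large changes. Over all tested genes of these classes, the SD of the log2 fold change was 0.98, 0.59 and 0.39. The medians therefore do not show that genes with few counts changed more.

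**Figure D2:**
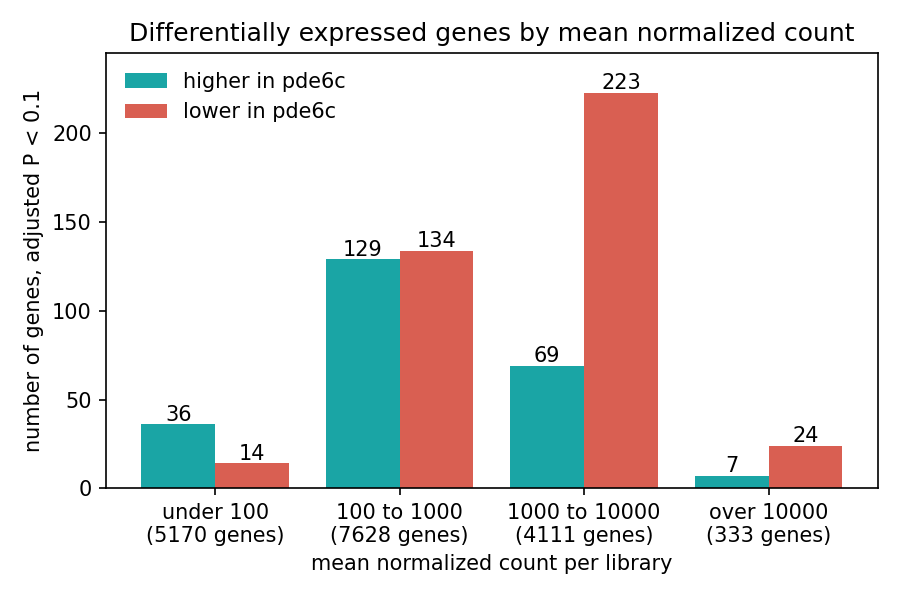
Number of genes with an adjusted *P*-value under 0.1 by edgeR's quasi-likelihood test (y axis) that were higher or lower in *pde6c*, by mean normalized count per library (x axis, with the number of genes tested in each class). Under 100 counts 36 genes were higher and 14 lower, and from 1000 to 10000 counts 69 were higher and 223 lower.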

If the genes have a log2 fold change either greater than 2 or less than −2, they are plotted as open triangles.

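A log2 fold change over 2 or under -2 was found for 335 of the tested genes, and 143 of these also had an adjusted *P*-value under 0.1, with 79 over 2 and 64 under -2. The genes with the largest changes were taken among those with an adjusted *P*-value under 0.1, a mean log2 CPM of at least 1 and no overlap between the genotypes. ENSDARG00000062900 lies on chromosome 19 of GRCz10 from 9085352 to 9098985. It had 2, 0 and 0 counts in WR1, WR2 and WR3 and 289, 265 and 291 counts in PR1, PR2 and PR3, which was 13.0 ± 1.00 CPM (SD, n = 3) in *pde6c* and at least 73.5-fold higher than the smallest level the depth can show in WT (adjusted p = 4.94e-06 from edgeR's quasi-likelihood test). ENSDARG00000038424, on chromosome 16 from 16757226 to 16793741, had 2, 0 and 1 counts in WT and 200, 131 and 544 counts in *pde6c*. Its level in *pde6c* was 13.7 ± 11.1 CPM (SD, n = 3), at least 36.3-fold higher than the smallest level in WT (adjusted p = 3.04e-05, same edgeR test). ENSDARG00000095649, on chromosome 2 from 42239038 to 42242508, had 15.5 ± 9.07 CPM in WT and 0.140 ± 0.0985 in *pde6c* (SD, n = 3 each), a log2 fold change of -6.75 (approximate standard error 0.72 implied by the F statistic, adjusted p = 3.04e-05, both from the same edgeR test). Its counts were 3, 1 and 5 in PR1, PR2 and PR3, of which only that of PR3 is over the smallest level the depth can show, so the size of the change is uncertain. ENSDARG00000079031, on chromosome 21 from 20684856 to 20696979, had 42.7 ± 12.1 CPM in WT and 0.498 ± 0.471 in *pde6c* (SD, n = 3 each), a log2 fold change of -6.39 (approximate standard error 0.60 implied by the F statistic, adjusted p = 7.81e-06, both from the same edgeR test). Its counts were 13, 20 and 0 in PR1, PR2 and PR3. That of PR3 is under the smallest level the depth can show, so the size of this change is uncertain too. With limma on log2(FPKM + 1), chosen after seeing the data and on a scale that understates the change of low genes, the differences were smaller: 1.99 for ENSDARG00000062900, 2.27 for ENSDARG00000038424, -3.88 for ENSDARG00000095649 and -4.86 for ENSDARG00000079031. For ENSDARG00000062900, the FPKM also differed from the counts beyond the scale. PR3 had the highest CPM (14.1) but the lowest FPKM of the *pde6c* samples (1.27), whereas PR2 had 12.4 CPM and 5.33 FPKM. No span of the named genes overlapped another gene of the count table. Whether a near-identical copy shares reads with any of them was not analysed here.

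**Figure D3:**
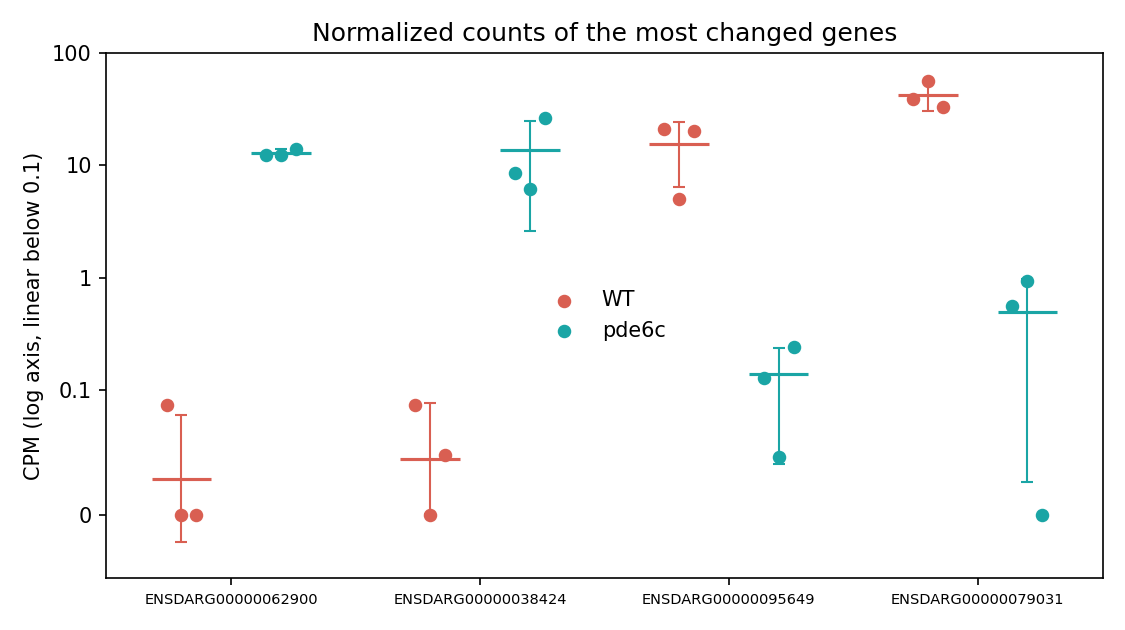
TMM-normalized CPM of the named genes in each sample (y axis, logarithmic and linear below 0.1), for WT and *pde6c*. Points are samples, horizontal lines are means and error bars are 1 SD over 3 samples; every *pde6c* sample lies above every WT sample for ENSDARG00000062900 and ENSDARG00000038424, and below for ENSDARG00000095649 and ENSDARG00000079031.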

Then, we further validate the reproducibility across the biological replicates by hierarchical clustering (HC) (Fig. 3b) and principle component analysis (PCA) (Fig. 3c), using the replicates’ log2-transformed counts after library-size normalization and variance stabilization (see Code Availability 1). 

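Euclidean distances between samples were computed over 25190 genes after DESeq2's variance stabilizing transformation. The distance was 47.2 for WR1 and WR3, 53.0 for WR2 and WR3, 53.3 for WR1 and WR2, 49.1 for PR1 and PR2, 49.7 for PR1 and PR3, and 56.1 for PR2 and PR3. Distances between a WT and a *pde6c* sample averaged 60.2, against 51.4 within a genotype, a ratio of 1.17. This was the highest ratio among the 10 splits of the 6 samples into groups of 3 (one-sided exact permutation test, p = 0.1, the smallest p this design allows). The distance of WR1 and PR1, 49.1, was shorter than 5 of the 6 distances within a genotype, while the other distances between genotypes were between 55.1 and 66.2. With complete linkage, WR1 joined WR3 and then WR2 at 53.3, PR1 joined PR2 and then PR3 at 56.1, and the genotypes joined last at 66.2.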

In the HC heatmap (Fig. 3b), the 3 WT samples (WR1, WR2, WR3) are clustered together and the 3 *pde6c* samples (PR1, PR2, PR3) are clustered together. 

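In a principal component analysis of the 500 most variable genes, PC1 held 72.3% of the variance and PC2 10.2%. On PC1, the WT samples scored 12.2 (WR1), 13.9 (WR2) and 12.6 (WR3), and the *pde6c* samples -11.2 (PR1), -12.2 (PR2) and -15.3 (PR3). The means of the genotypes, 12.9 ± 0.904 and -12.9 ± 2.15 (SD, n = 3 each), were many SD apart, with no WT score near a *pde6c* score. PC2 did not separate the genotypes: WR2 and PR2 scored -6.49 and -6.87, and the other samples scored between 1.03 (PR1) and 4.87 (PR3). The share of PC1 depended on the number of genes and on the transformation. It was 36.0% over all genes, and 36.9% with edgeR's log2 CPM in place of the variance stabilizing transformation.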

In the PCA plot (Fig. 3c), these WT and *pde6c* samples are well separated from each other by their difference in the first PC, which explained 76% of the variance in the expression variables. 

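From the position of most FPKM near the y=x line, the grouping of the samples by genotype in the tree (Fig. 3b) and their separation on PC1 (Fig. 3c), the paper proposes that the sequencing measured the samples of each genotype consistently and captured the biological difference between WT and *pde6c* retinas.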

Together, these sequencing analyses suggest that our RNA-seq had consistently measured the WR and PR samples, and effectively captured their biological difference.

### Code availability

1. Code used for quality assessment and data analysis in this study is available at: https://gist.github.com/coralzhang/fc4e51609ff316486c1682feed6404a9/471afb15b7f7b230a38e4eedaadcf5f679412a07.

## Data Records

Raw FASTQ files for the RNA-seq libraries were deposited to the NCBI *Gene Expression Omnibus (GEO)* with accession number GSE101544 and have been assigned BioProject accession PRJNA394760 (Data Citation 1) and SRA number SRP112616 (Data Citation 2). Key outputs of the analysis were deposited to the *GEO* with the same accession number (Data Citation 1) providing access to all relevant data files.

## Technical Validation

To validate the RNA-Seq results, we collected independent samples and analyzed the expression difference of selected genes by RT-qPCR. First, 30 eyes were microdissected from 15 larvae in both WT and *pde6c* groups. Then, total RNAs were extracted from these eye samples and reverse-transcribed into cDNAs as described^7^. These cDNAs were used for RT-qPCR reactions using SYBR Green PCR Master Mix (Life Technologies, Grand Island, NY). The RT-qPCR primers were designed with the RealTime PCR program (Integrated DNA Technologies, Coralville, IA) (Table 1). These RT-qPCR reactions were run on an Applied Biosystems 7,300 Real-Time PCR System (Life Technologies, Grand Island, NY) according to manufacturer’s instructions.

In the RT-qPCR analysis, we measured the expression of seven phototransduction genes: *rhodopsin* (*rho*), four cone *opsins* (*red, green, blue,* and *uv)*, and two *transducins* (*gnat1* and *gnat2*). β-actin was used as the normalization control. We collected gene expressions in duplicates from independently-dissected eyes, and calculated a fold change between *pde6c* and WT samples for each duplicate using the ΔΔCt method^23^. Then, we averaged the fold changes of the duplicates. The resulting fold changes highly correlated to those fold changes obtained by RNA-Seq (Fig. 4; r=0.91, *t*-test *P* value=0.0039). This high correlation strongly suggests that the RNA-Seq data effectively captured the gene-expression change of the *pde6c* retina. This RNA-Seq dataset will likely facilitate the characterization of the molecular defects in different cell types of the *pde6c* retina.

## Additional information

**How to cite this article:** Zhang, L. *et al.* Expression profiling of the retina of pde6c, a zebrafish model of retinal degeneration. *Sci. Data* 4:170182 doi: 10.1038/sdata.2017.182 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
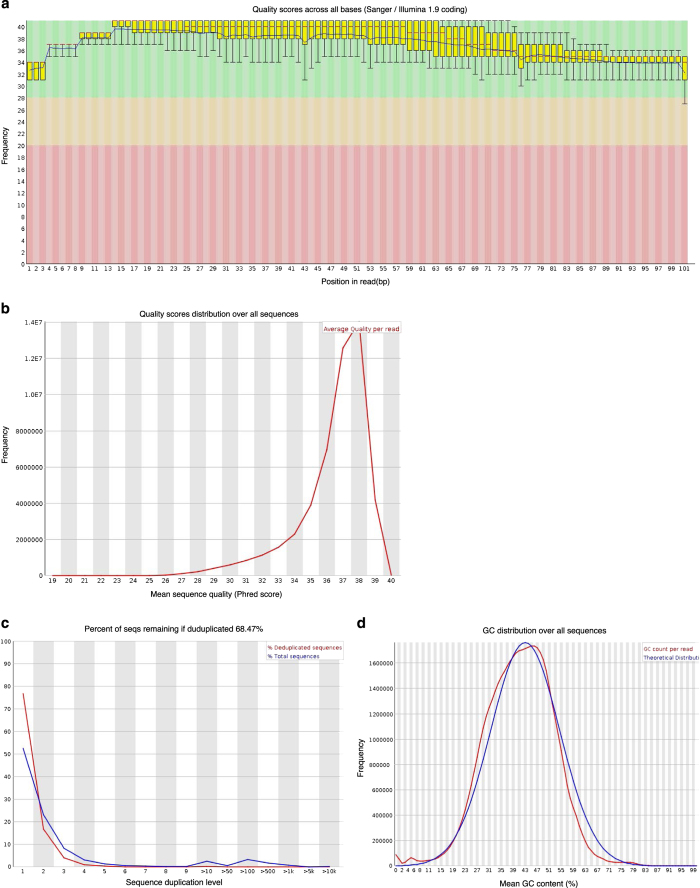
Quality assessment of raw FASTQ sequence data for paired-end reads of one sample (read 1 of sample PR1). (**a**) Box plots of the distribution of per-base quality scores; (**b**) Distribution of quality scores of all sequences; (**c**) Percentage of sequences with different degrees of duplication in both total sequences (blue line) and de-deduplicated sequences (red line). (**d**) The distribution of GC content (%) over all sequences compared to the theoretical normal distribution. All figures were generated using the FastQC v0.11.5 program.

**Figure 2:**
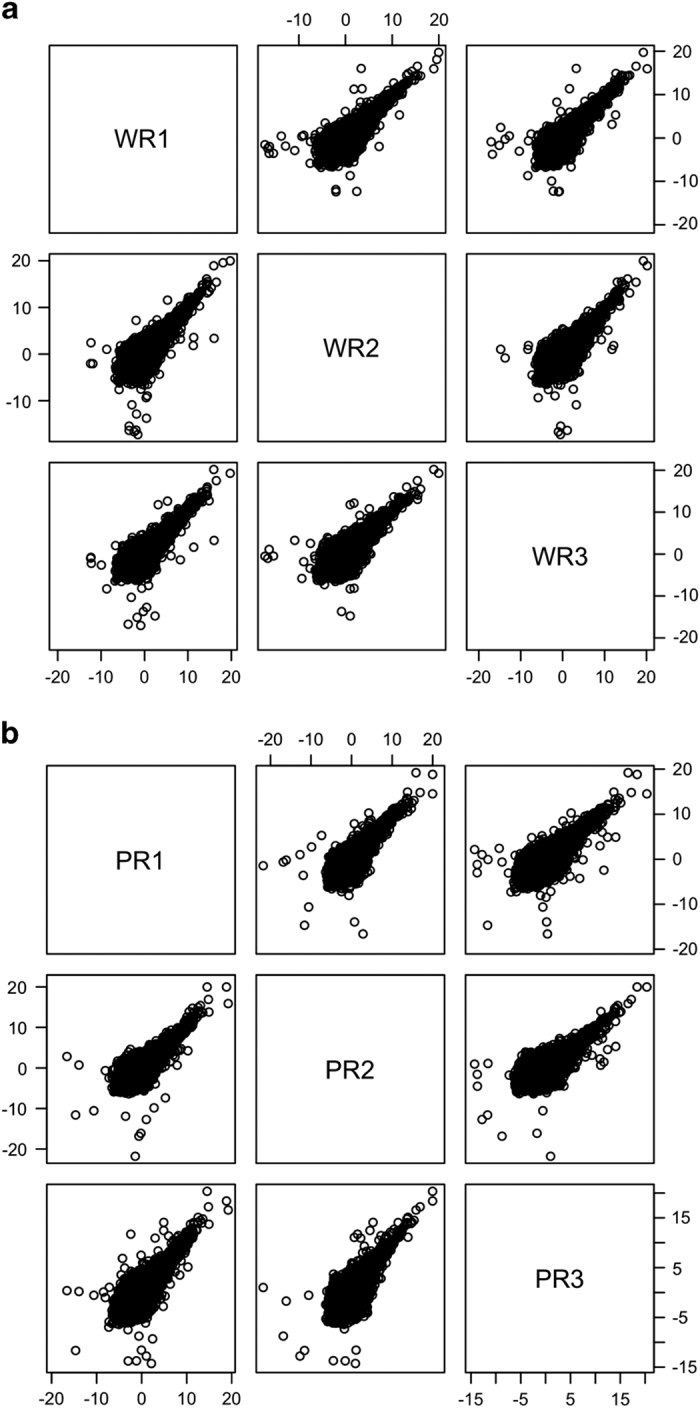
Scatter plots of log2-transformed FPKM: (**a**) Pairwise scatter plots of the log2-transformed FPKM (output from Cufflinks v2.2.1) of all genes in the 3 WT samples (WR1, WR2, WR3); (**b**) Pairwise scatter plots of the log2-transformed FPKM (output from Cufflinks v2.2.1) of all genes in the 3 *pde6c* samples (PR1, PR2, PR3).

**Figure 3:**
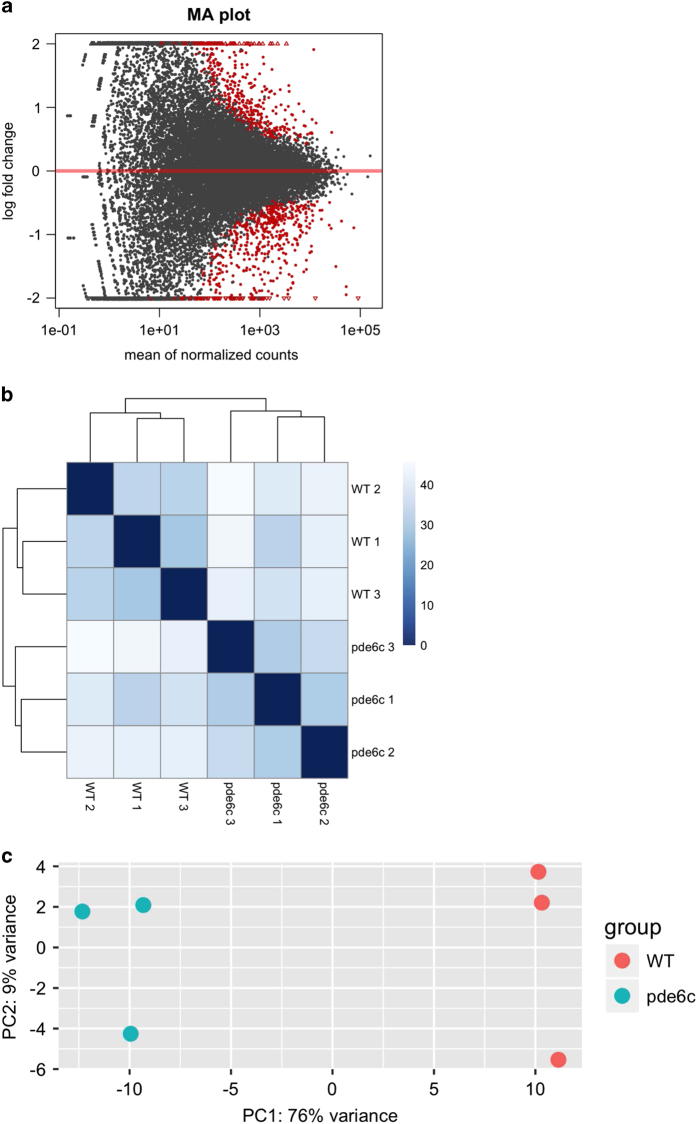
Exploratory analyses of the RNA-seq data. (**a**) MA plot of the log2 fold change of all genes. Red points indicate genes with *P* value less than 0.1 and points; whereas red triangles indicate genes with log2 fold change greater than 2 or less than −2. (**b**) Heatmap of 3 wild type samples (WR1, WR2, WR3) and 3 *pde6c* samples (PR1, PR2, PR3) using the Euclidean distance of the log2-transformed counts (after library size normalized and variance stabilized). A darker colour means a smaller Euclidean distance, i.e., more correlated. (**c**) PCA plot using the log2-transformed counts (after library size normalization and variance stabilization). These plots were generated based on the output from DESeq 2 v1.16.1.

**Figure 4:**
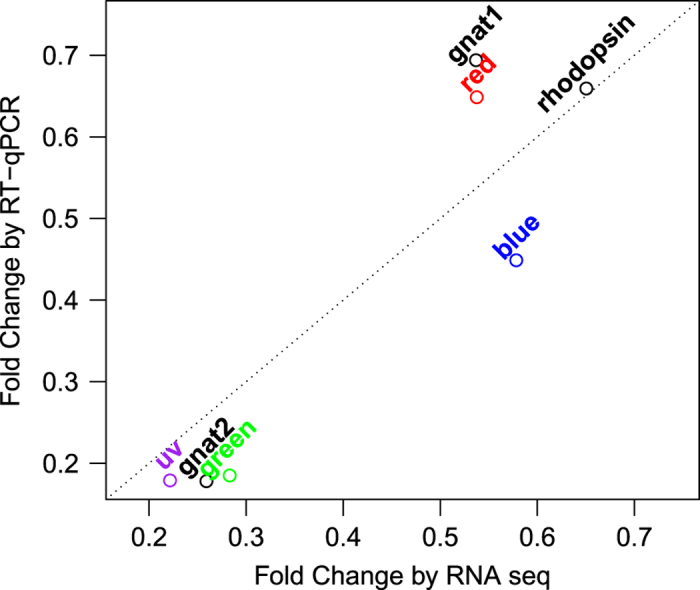
Validation of RNA-Seq data by RT-qPCR analysis. The fold changes by RNA-Seq were based on the output from DESeq 2 v1.16.1. The plot shows *rhodopsin* (*rho*), four cone *opsins* (*red, green, blue,* and *uv),* and two *transducins* (*gnat1* and *gnat2*).

**Table 1:** Primers used for genotyping and validation of the RNA-Seq dataset.

**Gene**	**Forward Primer**	**Reverse Primer**	**Remark**
*pde6c*	TTGGCCTCTGGAATACTGGCTCTC	GTTTGACCAGAACCCGGAAG	For genotyping
*gnat1*	CGTCAAGTTTGTGTTCGATGC	GAGGAAACGAGCTACAAGGAG	For RT-qPCR
*gnat2*	CAAACCTGACTACCTTCCCAC	TCTTCCTCTCGGACCTCTG	For RT-qPCR
*opn1lw2 (red opsin)*	CCAACAGCAATAACACAAGGG	GCGACAACCACAAAGAACATC	For RT-qPCR
*opn1mw1 (green opsin)*	GGCTGTGTAATGGAGGGATTC	ATGGTTTGCGGAGAATTTGAAG	For RT-qPCR
*opn1sw2 (blue opsin)*	GGTTCCTTTCAGCACCATTG	AGAAGCCGAACACCATTACC	For RT-qPCR
*opn1sw1 (uv opsin)*	TCATTTTCTCCTACTCACAGCTC	CACAAAAGAGCCAACCATCAC	For RT-qPCR
*rhodopsin*	AGTCCTGCCCAGACATCTAG	GTACTGTGGGTATTCGTATGGG	For RT-qPCR
*β-actin*	TGCTGTTTTCCCCTCCATTG	GTCCCATGCCAACCATCACT	For RT-qPCR

**Table 2:** Samples used in this study.

**Source**	**Protocol 1**	**Protocol 2**	**Samples**	**Protocol 3**	**Protocol 4**	**Data Citation**
Wild-type retina	Retinal dissection	TRIzol+RNeasy Micro	WR1 (Biological Replicate 1)	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705944
Wild-type retina	Retinal dissection	TRIzol+RNeasy Micro	WR2 (Biological Replicate 2)	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705945
Wild-type retina	Retinal dissection	TRIzol+RNeasy Micro	WR3 (Biological Replicate 3)	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705946
*pde6c* retina	Retinal dissection	TRIzol+RNeasy Micro	PR1 (Biological Replicate 1}	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705947
*pde6c* retina	Retinal dissection	TRIzol+RNeasy Micro	PR2 (Biological Replicate 2)	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705948
*pde6c* retina	Retinal dissection	TRIzol+RNeasy Micro	PR3 (Biological Replicate 3)	Ovation RNA-Seq System V2	Illumina HiSeq 2000	Data Citation 1 GSM2705949

**Table 3:** Details of key QC metrics of RNA-seq library after alignment with STAR v2.5.3a.

**Sample**	**WR1**	**WR2**	**WR3**	**PR1**	**PR2**	**PR3**
Number of input reads	48960995	46550508	47008978	51108456	42986393	49621925
Ave. input read length	197	197	197	197	197	196
Uniquely mapped reads	70.16%	71.35%	70.14%	69.34%	70.07%	71.04%
Mismatch rate per base	1.42%	1.45%	1.54%	1.48%	1.57%	1.52%
*Note that STAR counts a paired-end read as one read and that the default for max number of mismatches for a pair end sequence (2×100b) is 8 per pair^18^.						

**Table 4:** Percentage of genes with nonzero FPKM (output from Cufflinks v2.2.1).

**Sample**	**WR1**	**WR2**	**WR3**	**PR1**	**PR2**	**PR3**
Percentage	65.85%	61.21%	61.29%	65.25%	60.33%	63.03%

How the deposited data were processed for this re-analysis (not part of the article)

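Gene expression was measured by RNA-Seq in 3 WT and 3 *pde6c* samples, each a pool of 3 retinas from 3 larvae at 5 dpf (120 hpf). The authors trimmed the reads with Trimmomatic, aligned them with STAR to the zebrafish genome of Ensembl release 89 (GRCz10), and deposited raw counts per gene from featureCounts 1.5.2, made over whole gene spans without regard to strand, with fragments that mapped to several places or to more than 1 gene left out. They also deposited FPKM per gene from Cufflinks 2.2.1, whose options the paper's text does not name. The paper tested the counts with DESeq2. The genotype of each column was taken from its name and the sample labels. The pairing by replicate number comes from these labels, and same-numbered samples are different larvae.

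Total counts per sample lay between 18757605 and 22510222. From the counts, edgeR 4.0.16 was used with filterByExpr, TMM normalization, estimateDisp and the quasi-likelihood test of genotype alone (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment over 17242 genes. Standard errors of log2 fold changes are those implied by this test. Each is the absolute log2 fold change divided by the square root of the F statistic. They are approximate, above all for genes with few counts in a genotype. Distances and principal components used DESeq2 1.42.0's variance stabilizing transformation, with the 500 most variable genes for the components. The correlations of FPKM used log2 FPKM of genes above 0 in both samples, without a pseudocount. FPKM were also tested with limma 3.58.1 on log2(FPKM + 1) for genes with FPKM of at least 1 in at least 3 libraries. R was version 4.3.3. Means are given with the SD over samples.

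The test was tried on simulated data drawn from the means, library sizes and dispersions of 17242 genes. The dispersions were edgeR's own estimates, which may favour edgeR over DESeq2. Of these genes, 200 with a mean CPM of at least 2 were changed by a log2 fold change of 2. The values are from a single draw, and smaller changes were not simulated. The edgeR test recovered 172 of the 200 (86.0%) with 14 false calls among 186, DESeq2 recovered 175 with 63 false calls among 238, edgeR with the replicate number as a block recovered 163 with 14 false calls among 177, and limma on log2(CPM + 1) recovered 167 with 28 false calls among 195. With no gene changed, edgeR called 0 genes and DESeq2 20.

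The genes named were to be *pde6c*, the genes of the RT-qPCR and their close copies, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted P-value under 0.1, a mean log2 CPM of at least 1 and no overlap between genotypes. As the files do not pair identifiers with names, only the 2 highest and 2 lowest of these are printed, by identifier. For the same reason *pde6c* could not be used to check the labels, and the fold changes of the RT-qPCR genes, their correlation with RT-qPCR, tests of gene sets and the region around *pde6c* were not analysed here. Corrections for GC content were not run because no genome sequence was used. The alternatives tried were DESeq2's test and size factors, other filters on low counts, the replicate number as a block, an adjusted P-value under 0.05, leaving out each replicate, limma on FPKM, robust dispersion estimates, other thresholds and pseudocounts for FPKM, and other transformations and gene numbers for the components and distances.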

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

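The tests in this part were set after the genes had been seen, but before their results were computed. The FPKM table holds 7074 genes outside the count table, and the paper ran no test of differential expression on them. Of the 903 with FPKM of at least 1 in at least 3 libraries, 5 had an adjusted P-value under 0.1 between the genotypes by limma on log2(FPKM + 1), 4 higher and 1 lower in *pde6c*, and 80 had an unadjusted P-value under 0.05. All 5 were listed at 0 in every library of one genotype. The gene with the highest values was listed at 0 in WR1, WR2 and WR3 and at 10552, 13791 and 15978 FPKM in PR1, PR2 and PR3. The gene that was lower was listed at 101, 110 and 64.4 FPKM in WR1, WR2 and WR3 and at 0 in PR1, PR2 and PR3. The genes are left without identifiers because the files do not pair these with names.

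Failed estimates in the authors' FPKM are a candidate explanation. Among the genes outside the count table, 254 were listed at 0 in one replicate and at over 100 FPKM in another replicate of the same genotype, against 16 of the 25190 genes of the count table. The genotypes were also set against other splits of the samples. Counting genes at 0 in one group and at 10 FPKM or more in every library of the other, the genotype split gave 5. Including the genotype split itself, 2 of the 4 splits that part all same-numbered pairs, and 2 of all 10, gave as many, and the remaining 8 gave 1 to 4. With limma, 3 of these 4 splits and 5 of all 10, again with the genotype split included, gave at least 5 genes. The other 6 of the 10 splits keep some same-numbered samples together. A share of splits could not have excluded chance in this design, so the number of such genes cannot be told apart from chance, and it does not bear on single genes such as the one with the highest values (adjusted p = 1.07e-05 by limma). The jumps between replicates show that such listings occur in this set of genes; whether failed estimates produced any of the 5 was not tested gene by gene. No biological explanation is drawn.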

How the results depend on the processing

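The alternatives were set before the data were examined, except limma on FPKM and robust dispersion estimates, which were chosen after seeing the data. The cause of each change below was not tested unless a value is given for it.

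Of 636 genes with an adjusted P-value under 0.1 (241 higher, 395 lower in *pde6c*, 143 with a log2 fold change over 2 or under -2), DESeq2's Wald test gave 1081 (500 higher, 236 beyond 2 in log2 fold change). It shared 633 genes with the 636 and made more false calls on simulated data, 63 of 238 against 14 of 186. Those data were drawn with edgeR's own dispersion estimates, so they do not settle how many of the 1081 are false. Limma on log2(FPKM + 1), chosen after seeing the data, gave 269 (112 higher, 157 lower), of which 222 were shared. In that fit 10 of the 636 changed sign. None of the 636 that were tested under the other settings changed sign. The numbers stayed within 1.5 times of the main ones with DESeq2's size factors in edgeR (627), without a filter (674), with at least 10 counts in every sample (727), at an adjusted P-value under 0.05 (460) and with robust dispersion estimates (638). Leaving out 1 replicate gave 414 to 537 genes, 164 to 234 higher, 246 to 311 lower and 122 to 163 beyond 2 in log2 fold change. The 4 named genes kept their direction and an adjusted P-value under the threshold in all 13 settings that tested each of them; the filter of at least 10 counts in every sample removed them. Their size changed most with limma on log2(FPKM + 1), a scale that understates the change of low genes. The difference there was 1.99 for ENSDARG00000062900, 2.27 for ENSDARG00000038424, -3.88 for ENSDARG00000095649 and -4.86 for ENSDARG00000079031. In edgeR with all samples the log2 fold changes were 8.41, 7.98, -6.75 and -6.39. The values of 8.41 and 7.98 rest on at most 2 counts in each WT sample, so their size is uncertain. With a replicate left out they ran from 7.90 to 11.08 and from 7.10 to 8.76. Those of ENSDARG00000095649 and ENSDARG00000079031 then ran from -7.34 to -6.36 and from -7.17 to -5.82.

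With the replicate number as a block (replicate block), 984 genes passed, 393 higher, and 627 were shared with the 636. Same-numbered samples, which are different larvae, deviated from their genotype's mean with correlations of 0.088, 0.043 and 0.035, against a mean of -0.028 for the other pairs of a WT and a *pde6c* sample. The value of -0.028 is no independent baseline. Deviations from a genotype's mean cancel out within the genotype, so the same-numbered pairs largely fix it. On simulated data without an effect of the replicate number, the block lowered the calls from 186 to 177, whereas here it raised them to 984; what caused the rise was not tested. Removing the replicate block raised PC1 to 87.1% and the ratio of distances to 1.49, which is fixed in part by removing variance within genotypes.

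PC1 held 72.3% of the variance. It held 74.01% with the regularized log, 36.9% with edgeR's log2 CPM, 36.0% over all genes, 44.4% over the 5000 most variable genes, and 71.8% to 76.5% with a replicate left out. The ratio of distances between and within genotypes was 1.17. It was 1.22 with the regularized log, 1.09 with edgeR's log2 CPM, 2.01 over the 500 most variable genes, and 1.16 to 1.22 with a replicate left out. As no replicate SD exists for either, a change was judged against the SD of the fits without a replicate, 1.71 for PC1 and 0.026 for the ratio.

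The share of genes with nonzero FPKM (62.9% for WT, 62.8% for *pde6c*) was 59.8% for both with FPKM over 0.1, 48.1% and 48.2% with FPKM of at least 1, and, over the 25190 genes of the count table in place of all 32264, 77.5% for both as genes with a count over 0. Over those 25190 genes the mean share with nonzero FPKM was already 74.3%. Mean r between replicates (0.893 for WT, 0.887 for *pde6c*) was 0.907 and 0.908 with log2(FPKM + 0.1) over all genes, and 0.908 for WT with FPKM of at least 1 in both samples. The other values of r moved by less than 1 SD.

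Protein-coding genes alone, a correction for GC content and the same with the block were not run, as no biotypes or sequences were used. The alternatives for *pde6c*, the RT-qPCR genes, the gene sets and the region around *pde6c* were not run, as the files do not pair identifiers with names.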

Differences from the paper's values

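None of the paper's values computed here differed by more than 1.5 times and more than the replicate SD. PC1 held 72.3% of the variance, against the paper's 76%, and PC2 10.2%, against about 9% in Fig. 3c, read by eye. With the regularized log the shares were 74.01% and 9.09%. The fits without WT replicate 1 (76.5%) and without *pde6c* replicate 2 (75.8%) came closest to the paper's PC1 among the alternatives set before the data were examined. PC1 was more than 1.5 times lower than the paper's with edgeR's log2 CPM (36.9%), over all genes (36.0%) and over the 5000 most variable genes (44.4%).

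The paper's Table 4 lists the percentages of genes with nonzero FPKM under genotypes opposite to those of the columns. The columns gave 65.3%, 60.3% and 63.0% for WR1, WR2 and WR3 and 65.9%, 61.2% and 61.3% for PR1, PR2 and PR3. The paper's values are 65.85%, 61.21% and 61.29% under WR1, WR2 and WR3 and 65.25%, 60.33% and 63.03% under PR1, PR2 and PR3. With FPKM over 0.1, FPKM of at least 1 or a count over 0, none of the columns gave the percentage in Table 4.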

Other observations

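The tests of the labels, of depth, of the distance of WR1 and PR1 and of the pairing by number were chosen after the results were seen. The other tests in this part were set before their results were computed.

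The genotype labels of Table 4 differ from those of the columns. With WR and PR exchanged, the percentage of genes with nonzero FPKM equalled Table 4 in 6 of 6 samples, and as labelled in 0. The uniquely mapped reads that follow from Table 3 were compared with the total counts. Their correlation over the 6 samples was 0.10 as labelled and 0.93 with the labels exchanged, and 9 of the 720 ways to assign the totals gave a correlation as high as the exchanged labels. The percentages match exactly only for Table 4. For Table 3, the correlation is in line with exchanged labels but rests on 6 samples, and other assignments reach it. In Fig. 3a, the differentially expressed gene with the highest mean normalized count lies at the lower edge. By the columns this gene had a log2 fold change of -2.17 (DESeq2, *pde6c* against WT). If Fig. 3a also plots *pde6c* against WT, exchanged labels would give the opposite of what it shows. The paper's text and the caption do not state this direction, so the sign cannot tell whether labels were exchanged there. The tree of Fig. 3b also joins the samples as the columns do, WR1 with WR3 and PR1 with PR2. Which of the sets of labels is right for the libraries cannot be told from these values, because the *pde6c* gene was not identified in the files.

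The number of genes with an adjusted P-value under 0.1 was set against other splits of the 6 samples. Of the 4 splits that part all same-numbered samples, 1 gave as many as 636, the genotype split itself, and the other 9 of all 10 splits gave 0 genes. The 6 splits left out of the first count keep some same-numbered samples together. The share of splits by itself could not have excluded chance in this design, whatever the data. In counts simulated with no gene changed, edgeR called 0 of 17242 genes. Gene length was not related to the log2 fold change across genes (Spearman's rho -0.027), although the median span was 30563 bp for genes lower in *pde6c*, 24087 bp for those higher and 20295 bp for those not called. The counts cover introns, so the directions were compared with those in FPKM. Of the 636 genes, 97.3% had the same direction in FPKM, against 73.8% of the genes not called. This speaks against reads in introns or on overlapping genes only as far as FPKM leave such reads out, which was not tested; fragments on more than 1 gene were left out of the counts.

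At most 3 counts in every WT sample and at least 30 in every *pde6c* sample were found for 4 genes, all with an adjusted P-value under 0.1 (edgeR), and for 0 genes the reverse. Only 1 of the 4 splits that part all same-numbered samples, the genotype split, gave as many. The limits of 3 and 30 counts were chosen after the data had been examined but before these genes were counted, and ENSDARG00000062900 and ENSDARG00000038424 are 2 of the 4. The larvae of the genotypes had different parents, and a variant carried by one set of parents was not tested as an explanation, so the pattern cannot be told apart from it.

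Positions along the chromosomes were tested only through the 10 Mb window with the most genes with an adjusted P-value under 0.1. The fullest 10 Mb window, on chromosome 2 from 22875534 to 32875533 (GRCz10), held 14 of them among 186 tested, 13 lower and 1 higher in *pde6c*. Shuffling the calls among genes of the same expression level gave a window as full in 6447 of 10000 shuffles (permutation test, p = 0.645). Counting adjacent genes with the same direction once left 13 in the fullest window. Windows with a higher share of such genes, such as 13 of 113 on chromosome 5 from 47211125 to 57211124, were not tested by their share.

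WR1 and PR1 resembled each other in several ways. Both had more genes with a count than the other replicates of their genotype, by at least 346 in WT and 776 in *pde6c*. Drawing every library down to 18757605 counts left differences of at least 319.5 and 734.6 genes, so depth does not account for them. Their distance was shorter than 5 of the 6 distances within a genotype. Over the 12021 genes with a mean normalized count of at least 100 it was shorter than 2 of the 6, so noise of genes with few counts may account for part of it, but those genes were left out of the latter comparison. The gene with the most counts took 1.40% of WR1 and 1.47% of PR1, but between 0.243% (WR3) and 0.575% (PR2) of the other libraries. Its log2 fold change was 0.23 (standard error 0.45 implied by the F statistic, adjusted p = 0.914 by edgeR). No biological explanation of this resemblance was tested.

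WR2 and PR2 lay apart from the other samples on PC2. A shared preparation of samples with the same number may underlie this, although the labels and the paper's text describe none. Over the 500 most variable genes, pairing by number ranked 1 of the 6 ways to pair the samples by the mean correlation of their deviations (0.182). These are the genes that placed WR2 and PR2 together on PC2, and 6 pairings are too few to exclude chance, so the rank is no independent test. No biological explanation was tested.

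The columns of PR2 and WR1 in the FPKM table carry a different alignment name from the other 4. There were 0 genes listed at 0 in both and at over 10 FPKM in the other 4 libraries, and between 0 and 3 for the other 14 pairs of libraries. With so few genes in any pair, this count cannot tell whether PR2 and WR1 were processed in another way.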
